A study of Mus musculus with 11 samples. Its data were reported in "Gain-of-function mutant p53 together with ERG proto-oncogene drive prostate cancer by beta-catenin activation and pyrimidine synthesis" (2023).

How the data were processed

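The samples were prostate tissue from 15-month-old mice. According to the authors, RNA was extracted with the RNeasy Plus Mini Kit, libraries were made with the TruSeq RNA v2 kit, and paired-end reads from a HiSeq instrument were aligned with STAR to the mouse genome GRCm38 (mm10). The authors then counted and normalised the fragments per gene with RSeQC, and they tested for differential expression with DESeq2 at a false discovery rate of 0.001. In the mice, a Cre recombinase under the probasin promoter acted on the Trp53 alleles, and the ERG transgene, a form of TMPRSS2-ERG, was driven by the same promoter. The sample labels write Pb-ERG for the transgene that the study calls Pb-T2-ERG, and the study's name is used here. Other genotypes, chromatin immunoprecipitation data and human cell lines of the study were not analysed here.

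The deposited values were FPKM, fragment counts divided by the exon length of the gene and by the total of the library, computed by the authors, for the same 29291 gene loci in each of 11 libraries. Every locus had a value above 0 in at least 1 library. Gene symbols were written in capitals in the deposited tables; 27342 loci matched a current mouse symbol, 838 matched a synonym and 1111 were kept as written. The FPKM values of short genes lay on a grid whose smallest step is the value of 1 fragment, and this grid gave the total number of fragments by which the authors had divided each library. With those totals, between 88.3% and 92.5% of the values at short loci were whole numbers of fragments. The exon length of a gene was taken as the smallest whole length that turned its values in all 11 libraries into whole numbers of fragments, and such a length was found for 29291 of 29291 loci. With the totals set 1% too high, a length was found for 38 of 2930 loci (1.3%). Simulated tables were built with the recovered totals and lengths. In them the search for totals returned the exact value for 11 of 11 libraries. That search used only short loci whose exon length equals their span, so it did not test the other short loci used in the data. The search for lengths returned the exact number of fragments for 99.8% of the simulated loci. The recovered fragments gave the depths, the shares of fragments taken by genes or gene groups, the class of the libraries by small non-coding RNA, the abundance rule for naming genes and the alternative fits that need fragments. The reported fold changes and p-values were computed from the FPKM.

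The plan written before the data were examined assumed fragment counts and named a count model, with limma on log2(FPKM + 1) to be used if only FPKM were given. The latter was therefore used, and edgeR was not used. The plan also fixed the sample groups, the comparisons, the threshold of 0.001 on the adjusted p-value, the gene lists, the rule for naming genes and most of the other settings tried. The filter was chosen after the unit was known. It kept genes with an FPKM of at least 1 in at least 2 libraries, which left 15583 genes. One limma model with a mean for each of the 4 groups was fitted to all 11 libraries, with 7 residual degrees of freedom and with the prior variance allowed to follow the mean. P-values were two-sided and were adjusted by the Benjamini-Hochberg method over the genes tested. Each log2 fold change is a difference of group means of log2(FPKM + 1), so it understates the change of genes with an FPKM near or under 1. The interaction is the change from Pb-T2-ERG to the double genotype minus the change from wild type to Trp53pcR172H/-. In simulated data, 200 genes among 14797 tested were changed. Beyond counting noise, every gene varied between libraries with the same coefficient of variation of 0.25, independently of the other genes. The libraries need not vary in this way, so the calls below hold for that setting. In the comparison of the double genotype with wild type, the fit called 79 of the changed genes (79% of those changed 4-fold) and no other gene. For the interaction it called 0 of 200 at 0.001 and 63 genes at 0.05, so a count of 0 for the interaction carries no information on whether such genes exist.

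Gene sets were tested with camera, a competitive test in limma, at a fixed inter-gene correlation of 0.01, with adjustment over the 72 tests of 12 sets in 6 contrasts and a threshold of 0.05. The genes named were a list of 20 written before the data were examined, 5 of which had been singled out by the study and 1 of which is not reported here, and then, for the comparisons with wild type and for the interaction, the 4 genes with the largest rise and the 4 with the largest fall. The latter had to have an adjusted p-value under 0.001, a mean of at least 5 CPM (fragments scaled to a common library total) in the group where they were highest, and, in comparisons with wild type, no overlap between the libraries of the groups. Other genes named were chosen after their values were seen. Exact two-sided permutation tests on the group means of log2(FPKM + 1) were run for the 5 genes of the study. With 3 libraries against 3, the smallest p-value such a test can give is 0.1. The alternatives tried were other scalings, pseudocounts, filters, thresholds and denominators, fits to the compared groups alone, fits with the replicate number or the small non-coding RNA class as a covariate, limma-voom on the recovered fragments, other set tests, and fits that each left out 1 library. Replicate numbers were taken from the sample titles. The mice with the same number in different groups were different animals, and the fit with the replicate number as a block was one of the other settings.

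Loci were compared with the GENCODE mouse annotation, release 21. Of the 29291 loci, 28091 (95.9%) matched a gene of the same symbol on the same chromosome, and 61.8% of those had the same start and end. The median ratio of the exon length behind the FPKM to the exon length in GENCODE was 0.951. Whether reads were assigned to genes by strand was not stated, so values of genes that overlap another gene can include fragments of that gene. The fits used R 4.3.3 and limma 3.58.1, and the other steps used Python 3.11.15, numpy 2.4.6 and pandas 2.3.3.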

Results

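RNA sequencing measured gene expression in the prostates of 11 mice of 4 genotypes at 15 months of age. The groups were wild type (3 mice), Pb-T2-ERG, which carries an ERG transgene expressed in prostate epithelium (3 mice), Trp53pcR172H/-, in which prostate cells carry 1 mutant and 1 deleted Trp53 allele (2 mice), and mice with both, written Pb-T2-ERG;Trp53pcR172H/- and called double-mutant from here on (3 mice). The total number of fragments behind the FPKM values ranged from 14280978 to 51965100 per library. It was 21060903, 16278029 and 15795121 in wild-type replicates 1 to 3, 25181541, 51965100 and 25469969 in Pb-T2-ERG, 31435034 and 14280978 in Trp53pcR172H/-, and 18800285, 27158200 and 21008509 in the double-mutant libraries. The share of these fragments that fell in the listed genes was 95.5%, 91.5% and 95.3% in wild type, 93.1%, 60.3% and 86.4% in Pb-T2-ERG, 89.3% and 92.1% in Trp53pcR172H/-, and 89.8%, 74.8% and 86.6% in the double-mutant libraries. Between 12389 and 14557 genes per library had an FPKM of at least 1. The 10 most abundant genes took from 24.1% to 28.6% of the fragments in the wild-type and Trp53pcR172H/- libraries and in Pb-T2-ERG replicate 1, but 6.87% and 8.91% in Pb-T2-ERG replicates 2 and 3 and from 10.6% to 16.1% in the double-mutant libraries. Pearson correlations across genes of log2(FPKM + 1) between replicates were 0.963 to 0.975 in wild type, 0.899 to 0.960 in Pb-T2-ERG, 0.940 in Trp53pcR172H/- and 0.880 to 0.928 in the double-mutant group. Genes are not independent replicates.

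**Figure D1:**
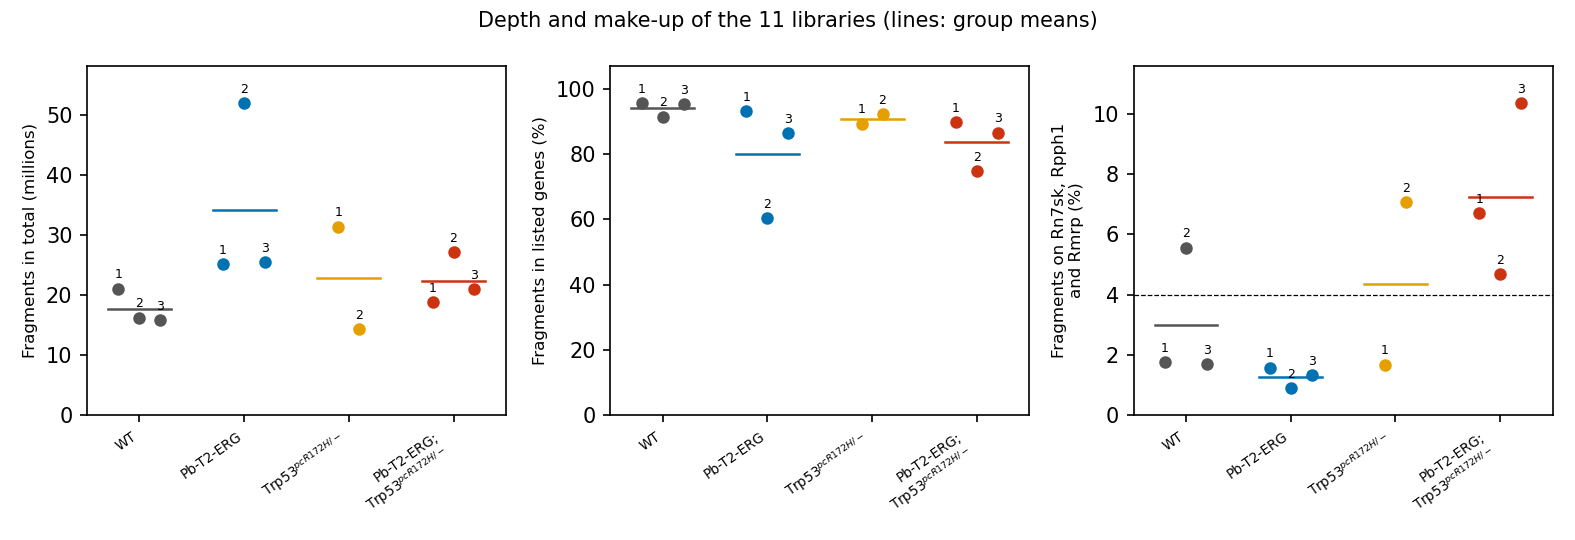
Each point is 1 library, marked with its replicate number and grouped by genotype, and lines are group means; the 3 panels give the total fragments, the percentage of them in the listed genes, and the percentage on the small non-coding RNAs Rn7sk, Rpph1 and Rmrp, with a dashed line at 4%. The 3 double-mutant libraries, wild-type replicate 2 and Trp53pcR172H/- replicate 2 lie above the line, between 4.67% and 10.34%, and the other 6 libraries lie between 0.89% and 1.76%.

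The libraries also differed in a way the groups did not explain. The small non-coding RNAs Rn7sk, Rpph1 and Rmrp together took 1.76%, 5.55% and 1.69% of the fragments in wild-type replicates 1 to 3, 1.57%, 0.89% and 1.33% in Pb-T2-ERG, 1.67% and 7.06% in Trp53pcR172H/-, and 6.69%, 4.67% and 10.34% in the double-mutant libraries. All 3 double-mutant libraries were therefore in the class of 4% or more and all 3 Pb-T2-ERG libraries were in the class under it. The comparison of these genotypes could not be made inside a class, and only 1 wild-type library and 1 Trp53pcR172H/- library shared the class of the double-mutant libraries, too few for a test. Fits with this class as a covariate are given beside the comparisons.

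The genotypes were checked through the 2 engineered genes. Erg (chromosome 16, 95359169 to 95586593, GRCm38) had an FPKM of 0.480, 0.851 and 0.457 in wild type, 9.14, 5.81 and 11.5 in Pb-T2-ERG, 0.441 and 0.768 in Trp53pcR172H/-, and 19.6, 9.21 and 6.65 in the double-mutant libraries. Its log2 fold change from wild type was 2.59 in Pb-T2-ERG (adjusted p = 0.00545) and 2.89 in the double-mutant group (SE 0.344, adjusted p = 0.000259). With the class covariate the double-mutant change was 2.67 (adjusted p = 0.00513), which did not pass 0.001. Over all alternatives the adjusted p of that change ranged from 0.000142 to 0.00513. Reads of a human transgene that do not map to the mouse gene are not in the FPKM of Erg. Trp53 (chromosome 11, 69580359 to 69591873) had an FPKM of 4.78, 2.96 and 3.69 in wild type, 6.36, 7.58 and 7.74 in Pb-T2-ERG, 3.15 and 2.55 in Trp53pcR172H/-, and 4.90, 6.66 and 5.22 in the double-mutant libraries. None of its changes from wild type passed 0.001, with log2 fold changes of 0.79 in Pb-T2-ERG (adjusted p = 0.0692), -0.31 in Trp53pcR172H/- (adjusted p = 1) and 0.46 in the double-mutant group (adjusted p = 0.105). The FPKM does not tell mutant from wild-type transcripts.

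The series was designed to find genes differentially expressed in the double-mutant prostate, so that group was first compared with wild type. At an adjusted p under 0.001, 617 of 15583 genes differed, 542 higher and 75 lower in the double-mutant group. At 0.05, 3945 genes differed, 2969 higher and 976 lower, but with median-of-ratios size factors 2359 were higher and 2161 lower, and with trimmed-mean scaling 2274 were higher and 2332 lower. In all 617 genes the 3 libraries of one group lay entirely above those of the other, which chance gives for 10% of genes and which held for 6984 (44.8%) of all tested genes. Among the alternatives at the threshold of 0.001, the class covariate moved the count most, to 58 genes. All 617 genes kept their direction in that fit, where their median absolute log2 fold change was 2.20 against 2.23 without the covariate and their median standard error was 0.324 against 0.257. The share of higher genes depended on the scaling. It was 87.8% with the authors' totals, under which the median log2 fold change of all tested genes was 0.245. With median-of-ratios size factors that median was 0.04, and 373 of 528 genes (70.6%) were higher, with 437 of the 528 among the 617. With trimmed-mean scaling 356 of 533 genes (66.8%) were higher.

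Of the 617 genes, 566 met the abundance rule for naming. The 4 that rose most were Wfdc18, Wfdc2, Lman1l and Dapl1. Wfdc18 (chromosome 11, 83709015 to 83711348) went from a mean FPKM of 0.599 in wild type, with 0 to 8 fragments per library, to 400, a log2 fold change of 7.92 (SE 0.483, adjusted p = 1.88e-05). Wfdc2 (chromosome 2, 164562579 to 164568510) went from 7.06 to 1755, a log2 fold change of 7.67 (SE 0.68, adjusted p = 6.87e-05). Lman1l (chromosome 9, 57607085 to 57620774) went from 0.767 to 328, a log2 fold change of 7.29 (SE 0.59, adjusted p = 4.33e-05), and Dapl1 (chromosome 2, 59484653 to 59505020) from 0.495 to 254, a log2 fold change of 6.83 (SE 0.71, adjusted p = 0.000134). The 4 that fell most were Pnliprp1, Fgl1, Bglap3 and Gsdma. Pnliprp1 (chromosome 19, 58728887 to 58744169) went from 249 to 0.848, a log2 fold change of -7.00 (SE 0.608, adjusted p = 6.08e-05). Fgl1 (chromosome 8, 41191434 to 41215156) went from 246 to 2.13, a log2 fold change of -6.52 (SE 0.565, adjusted p = 6.06e-05). Bglap3 (chromosome 3, 88368616 to 88372743) went from 94.1 to 0.109 with a log2 fold change of -6.42 (adjusted p = 0.000235), and Gsdma (chromosome 11, 98664351 to 98677708) from 324 to 7.21 with a log2 fold change of -6.32 (adjusted p = 0.000979).

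All 8 kept their direction under every alternative, but with the class covariate only Wfdc18 and Lman1l passed 0.001. The adjusted p under the class covariate was 0.00118 for Wfdc2, 0.00231 for Dapl1, 0.00139 for Pnliprp1, 0.00138 for Fgl1, 0.00445 for Bglap3 and 0.0154 for Gsdma. With limma-voom on the recovered fragments Dapl1 (0.00249), Bglap3 (0.00265) and Gsdma (0.00194) did not pass either, and Gsdma also did not with median-of-ratios size factors or trimmed-mean scaling. Over all alternatives the adjusted p ranged from 4.97e-06 to 0.00117 for Wfdc18, from 5.25e-06 to 0.00118 for Wfdc2, from 1.28e-05 to 0.000838 for Lman1l, from 7.34e-05 to 0.0071 for Dapl1, from 1.73e-05 to 0.00219 for Pnliprp1, from 1.93e-05 to 0.00138 for Fgl1, from 2.43e-05 to 0.00528 for Bglap3 and from 0.000279 to 0.0154 for Gsdma.

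All 8 are protein-coding, and the group means are over 3 libraries each. Bglap3 and Gsdma have close paralogs beside them, so fragments can be shared between the family members. The same 8 genes changed in the same direction from wild type in Pb-T2-ERG, with log2 fold changes of 4.23 for Wfdc18, 4.87 for Wfdc2, 6.27 for Lman1l, 2.10 for Dapl1, -4.32 for Pnliprp1, -4.73 for Fgl1, -4.67 for Bglap3 and -2.69 for Gsdma. None of those passed 0.001, with adjusted p-values from 0.00166 to 0.162.

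The study singled out Umps, Rrm1, Rrm2 and Tyms, which act in pyrimidine synthesis, and Ctnnb1, which encodes beta-catenin. Umps (chromosome 16, 33954782 to 33967038) had a mean FPKM of 1.43 ± 0.472 (SD, n = 3) in wild type, 1.83 ± 0.689 (n = 3) in Pb-T2-ERG, 1.53 ± 0.0382 (n = 2) in Trp53pcR172H/- and 4.48 ± 0.671 (n = 3) in the double-mutant group. Rrm1 (chromosome 7, 102441695 to 102469771) had 5.01 ± 1.43, 6.52 ± 0.790, 5.07 ± 1.55 and 17.9 ± 2.96 in the same order. Rrm2 (chromosome 12, 24708241 to 24714146) had 2.56 ± 0.437, 4.13 ± 0.652, 2.68 ± 0.990 and 27.26 ± 11.98. Tyms (chromosome 5, 30058827 to 30073617) had 1.44 ± 0.249, 2.10 ± 0.391, 1.69 ± 0.0775 and 5.82 ± 0.760. Ctnnb1 (chromosome 9, 120933400 to 120960507) had 117 ± 15.0, 143 ± 28.2, 110 ± 10.7 and 221 ± 73.8. The fragments behind these values ranged from 58 to 466 per library for Umps, 223 to 2273 for Rrm1, 62 to 2288 for Rrm2, 60 to 425 for Tyms and 5322 to 22377 for Ctnnb1. Umps, Rrm1 and Ctnnb1 overlap other annotated genes.

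**Figure D2:**
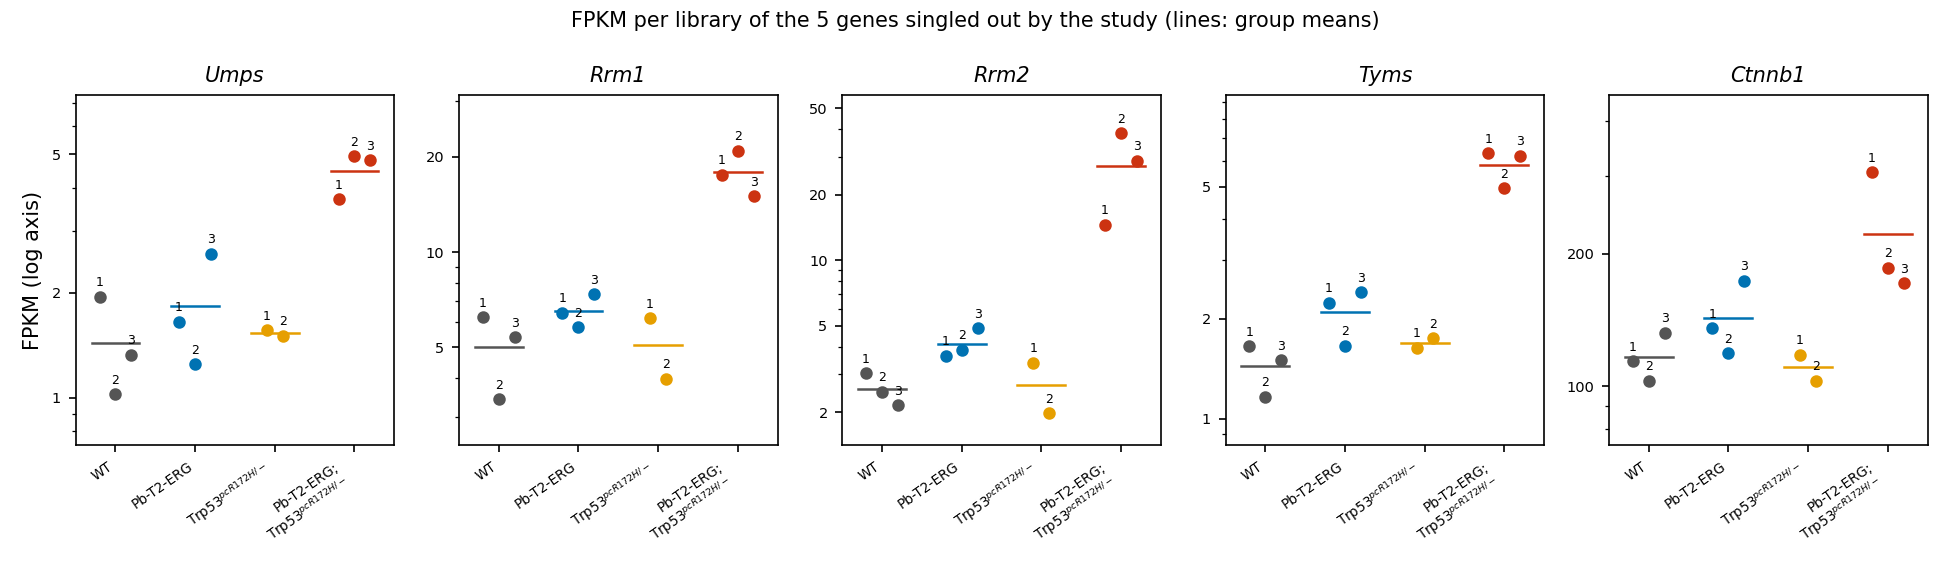
The FPKM of Umps, Rrm1, Rrm2, Tyms and Ctnnb1 on a log axis, with 1 point per library in each of the 4 genotypes and lines at the group means. For the first 4 genes every double-mutant point lies above every point of the other groups, while for Ctnnb1 double-mutant replicate 3 (171.7) lies under Pb-T2-ERG replicate 3 (173.9).

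From wild type to the double-mutant group, the log2 fold change was 1.67 for Rrm1 (SE 0.234, adjusted p = 0.000668), 2.89 for Rrm2 (SE 0.308, adjusted p = 0.000147) and 1.48 for Tyms (SE 0.177, adjusted p = 0.000261), all past 0.001. It was 1.18 for Umps (SE 0.221, adjusted p = 0.00342) and 0.88 for Ctnnb1 (SE 0.289, adjusted p = 0.0463), which did not pass 0.001. Adjusted over the 5 genes alone, the p-values were 0.000306 for Umps, 3.4e-05 for Rrm1, 7e-06 for Rrm2, 1.1e-05 for Tyms and 0.0113 for Ctnnb1. The study singled out Umps, Rrm1, Rrm2 and Tyms from sequencing that included these libraries, and it described Ctnnb1 as higher in the same data. An adjustment over the 5 genes does not allow for that choice, so these p-values are not independent support. The libraries of the 2 groups did not overlap for any of the 5, and the exact permutation p was 0.1 for each, the smallest that 3 against 3 allows. Across the alternatives, the adjusted p ranged from 0.000648 to 0.00363 for Rrm1, from 6.44e-05 to 0.00188 for Rrm2, from 0.000174 to 0.00307 for Tyms, from 0.0023 to 0.0175 for Umps and from 0.00879 to 0.171 for Ctnnb1. Over the alternatives that kept all libraries, the log2 fold change ranged from 0.975 to 1.658 for Umps, from 1.402 to 2.053 for Rrm1, from 2.64 to 3.288 for Rrm2, from 1.265 to 1.999 for Tyms and from 0.58 to 1.05 for Ctnnb1, and each was lowest with trimmed-mean scaling.

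In neither single genotype did any of these 5 genes pass 0.001 against wild type. The Pb-T2-ERG and wild-type libraries did not overlap for Rrm2 and Tyms (exact permutation p = 0.1 for each). They overlapped for Umps (exact permutation p = 0.6), Rrm1 (0.2) and Ctnnb1 (0.2). In Pb-T2-ERG the log2 fold changes were 0.21 for Umps, 0.35 for Rrm1, 0.53 for Rrm2, 0.34 for Tyms and 0.28 for Ctnnb1, with adjusted p-values from 0.306 to 0.62. In Trp53pcR172H/- they were 0.08, 0.02, 0.03, 0.15 and -0.07 in the same order, with an adjusted p of 1 for each, and with the replicate number as a block they were 0.15, 0.03, 0.06, 0.19 and -0.04 (same-numbered libraries of the 2 groups deviated together with a mean r of 0.293 over 2 pairs). From Pb-T2-ERG to the double-mutant group the log2 fold changes were 0.97 for Umps (adjusted p = 0.0221), 1.32 for Rrm1 (adjusted p = 0.00723), 2.37 for Rrm2 (adjusted p = 0.0015), 1.14 for Tyms (adjusted p = 0.00381) and 0.60 for Ctnnb1 (adjusted p = 0.225). With the replicate block these adjusted p-values were 0.0352, 0.0128, 0.00568, 0.00779 and 0.221, and the mean r of the 3 same-numbered pairs was 0.235. Between Pb-T2-ERG and the double-mutant group, the libraries overlapped for Ctnnb1 alone (exact permutation p = 0.2, and 0.1 for the other genes). The interaction was 0.90 for Umps, 1.30 for Rrm1, 2.34 for Rrm2, 0.99 for Tyms and 0.67 for Ctnnb1. Its adjusted p over all genes ranged from 0.0592 for Rrm2 to 0.698 for Ctnnb1. Over the 5 genes alone it was 0.026 for Umps, 0.00594 for Rrm1 and Tyms, 0.00186 for Rrm2 and 0.15 for Ctnnb1. This adjustment too does not allow for how the study chose the genes.

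The other genes of the list written beforehand were compared between the double-mutant group and wild type. Dck, which encodes deoxycytidine kinase, rose from a mean FPKM of 0.973 ± 0.0957 (SD, n = 3) to 4.40 ± 0.843 (n = 3), a log2 fold change of 1.44 (SE 0.2, adjusted p = 0.000636). Mki67, a proliferation marker, rose from 0.383 ± 0.0999 to 8.17 ± 4.49, a log2 fold change of 2.59 (SE 0.368, adjusted p = 0.00071). Neither passed 0.001 with the class covariate, with adjusted p-values of 0.00565 for Dck and 0.00531 for Mki67, or with median-of-ratios or trimmed-mean scaling, and over all alternatives the adjusted p ranged from 0.000513 to 0.00565 for Dck and from 0.000126 to 0.00531 for Mki67. The other genes in this paragraph did not pass 0.001. Tk1 had a log2 fold change of 0.69 (adjusted p = 0.0575) and Impdh1 one of -0.95 (adjusted p = 0.0114). Among genes linked to beta-catenin, Axin2 changed by -0.90 (adjusted p = 0.032), Lef1 by 1.31 (adjusted p = 0.00465), Myc by 0.95 (adjusted p = 0.012) and Ccnd1 by 0.35 (adjusted p = 0.396). Cdkn1a, a p53 target, changed by 1.35 (adjusted p = 0.00412) in the double-mutant group and by 1.52 (adjusted p = 0.0177) in Pb-T2-ERG. Mdm2 changed by 0.05 (adjusted p = 0.899), with the sign reversed under median-of-ratios and trimmed-mean scaling. Acta2, a smooth muscle gene, fell from 424 ± 44.7 to 56.4 ± 53.9, a log2 fold change of -3.38 (SE 0.708, adjusted p = 0.00621). Krt8 changed by 0.58 (adjusted p = 0.219).

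The effect of each alteration alone was tested against wild type. In Pb-T2-ERG, 0 genes passed 0.001, 3022 had an unadjusted p under 0.05, and 296 passed an adjusted p of 0.05, 246 of them higher and 50 lower. The balance depended on the scaling, with 276 higher and 146 lower under median-of-ratios size factors and 262 higher and 154 lower under trimmed-mean scaling. The 296 genes became 1312 without Pb-T2-ERG replicate 1, 93 without replicate 2 and 55 without replicate 3. In Trp53pcR172H/-, with 2 libraries, 0 genes passed 0.001 and 251 had an unadjusted p under 0.05. With the replicate block the latter comparison also gave 0 genes, with 358 at an unadjusted p under 0.05 (mean r of same-numbered pairs 0.293). The 1 gene with an adjusted p under 0.05 in Trp53pcR172H/-, named after its values were seen, was Sva (chromosome 6, 42038394 to 42042851, adjusted p = 0.0011), a member of the seminal vesicle gene set. Its FPKM was 17.9 and 14.6 in Trp53pcR172H/-, at most 0.094 in wild type and in the double-mutant group, and at most 1.46 in Pb-T2-ERG.

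The effect of each alteration in the presence of the other was tested against the single genotypes. Between the double-mutant group and Pb-T2-ERG, 74 genes differed, 73 higher in the double-mutant group and 1 lower. The lower gene, named after its values were seen, was Ephx1 (chromosome 1, 180989554 to 181017569), with a log2 fold change of -2.07 (adjusted p = 0.000827). With the replicate block 15 genes passed, and the same-numbered libraries deviated together with a mean r of 0.235 over 3 pairs. With the class covariate 0 genes passed and 1788 had an unadjusted p under 0.05, in a fit where the effect of the class was estimated from the wild-type and Trp53pcR172H/- libraries alone. Between the double-mutant group and Trp53pcR172H/-, 155 genes were higher in the double-mutant group and 17 lower. The share of higher genes was 90.1% with the authors' totals, 80.3% with median-of-ratios size factors and 79% with trimmed-mean scaling. With the replicate block 19 genes passed, and the mean r of the 2 same-numbered pairs was -0.185.

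Genes that rose in the double-mutant group and in neither single genotype were then counted. All 542 genes higher in the double-mutant group than in wild type met that description, since 0 genes were higher in either single genotype at 0.001. Of the 542, 522 (96.3%) had a log2 fold change above 0 in Pb-T2-ERG. A difference between genotypes in passing the threshold is not a test of the difference, which the interaction gives. For the interaction, 0 genes passed 0.001, 1562 had an unadjusted p under 0.05, and 73 passed an adjusted p of 0.05, 70 of them positive. Without double-mutant replicate 3 the 73 became 193, and without wild-type replicate 2 they became 11. Of the 542 genes, 64 had a positive interaction with an adjusted p under 0.05. These counts rested on the method, since with limma-voom on the recovered fragments 0 genes passed 0.05 for the interaction (1351 had an unadjusted p under 0.05), and the 73 became 4 with the class covariate, 17 with the fragments in genes as denominator and 33 with the replicate block.

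Gene sets were compared between the double-mutant group and wild type, where the median log2 fold change of all tested genes was 0.245. The pyrimidine synthesis set had a mean log2 fold change of 0.85, with 16 of 18 genes higher (camera, adjusted p = 0.00387). It holds Umps, Rrm1, Rrm2 and Tyms, which the study singled out from sequencing that included these libraries. Tests of this set that involve the double-mutant group, the interaction included, are therefore not independent of that choice. Within the set, Dut rose by 1.71 (adjusted p = 0.000107) and Dctd by 1.45 (adjusted p = 0.00266), while Dhodh changed by -0.71 (adjusted p = 0.0342). The proliferation set had a mean of 1.74, with 28 of 29 genes higher (adjusted p = 2.35e-15), the extracellular matrix and stroma set 1.94, with 18 of 20 higher (adjusted p = 2.35e-08), and the immune set 1.65, with 15 of 16 higher (adjusted p = 0.0015). The smooth muscle set had a mean of -2.90, with 0 of 10 genes higher (adjusted p = 1.72e-09), the basal epithelial set -1.43, with 1 of 6 higher (adjusted p = 0.000996), and the luminal secretory set -2.90, with 2 of 11 higher (adjusted p = 7.46e-05). The set of beta-catenin targets had a mean of -0.59, with 3 of 11 genes higher (adjusted p = 0.00665). Sets of purine synthesis (0.26, adjusted p = 0.782), luminal epithelial genes (0.04, adjusted p = 0.515), p53 targets (0.40, adjusted p = 0.567) and seminal vesicle genes (-1.84, adjusted p = 0.0649) did not pass 0.05, and the first 2 changed sign under other scalings. The seminal vesicle set passed in 5 of the alternatives, among them the replicate block (0.0467) and the fit of only the 2 groups (0.0345), and its adjusted p ranged from 0.0207 to 0.745 over all of them. The alternative that moved the set results most was an inter-gene correlation estimated for each set, which leaves the means as they are and under which the adjusted p was 0.371 for pyrimidine synthesis, 0.532 for the immune set, 0.261 for beta-catenin targets and basal epithelial genes, and 0.241 for the other sets that had passed.

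The same sets were tested in each single genotype against wild type. In Pb-T2-ERG, 6 of 12 passed 0.05. The mean log2 fold change was 0.65 for proliferation, with 28 of 29 genes higher (adjusted p = 1.58e-08), 0.87 for extracellular matrix and stroma, with 20 of 20 higher (adjusted p = 1.76e-06), 1.13 for immune genes, with 15 of 16 higher (adjusted p = 0.000174), and 0.51 for p53 targets, with 13 of 14 higher (adjusted p = 0.00438). It was -0.80 for smooth muscle, with 0 of 10 higher (adjusted p = 0.000996). Relative to wild type, replicates 1 to 3 had smooth muscle means of 0.102, -1.82 and -0.685. Leaving out 1 library gave group differences from -1.253 to -0.292. Luminal secretory genes had a mean of -1.17, with 4 of 11 higher (adjusted p = 0.0155). In Trp53pcR172H/-, 3 of 12 passed, which were proliferation at 0.33, with 27 of 29 genes higher (adjusted p = 8.64e-11), the immune set at 0.54, with 16 of 16 higher (adjusted p = 0.000435), and seminal vesicle genes at 2.69, with 7 of 9 higher (adjusted p = 2.3e-11). With the replicate block these 3 were 0.32 (adjusted p = 2.63e-07), 0.785 (adjusted p = 2.19e-08) and 2.363 (adjusted p = 6.92e-08), where the mean r of same-numbered pairs was 0.293. Under the block 4 of 12 sets passed 0.05 in Trp53pcR172H/-, 3 of them higher and 1 lower. Pyrimidine synthesis passed in neither single genotype, with means of 0.15 in Pb-T2-ERG (adjusted p = 0.905) and 0.04 in Trp53pcR172H/- (adjusted p = 0.724). It had a mean of 0.70 from Pb-T2-ERG to the double-mutant group (adjusted p = 7.46e-05) and of 0.81 from Trp53pcR172H/- to that group (adjusted p = 0.00289), and with the replicate block 0.701 (adjusted p = 0.000133, mean r 0.235) and 0.748 (adjusted p = 0.00908, mean r -0.185). With an estimated inter-gene correlation none of the results in this paragraph passed, with adjusted p-values from 0.241 to 0.48.

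**Figure D3:**
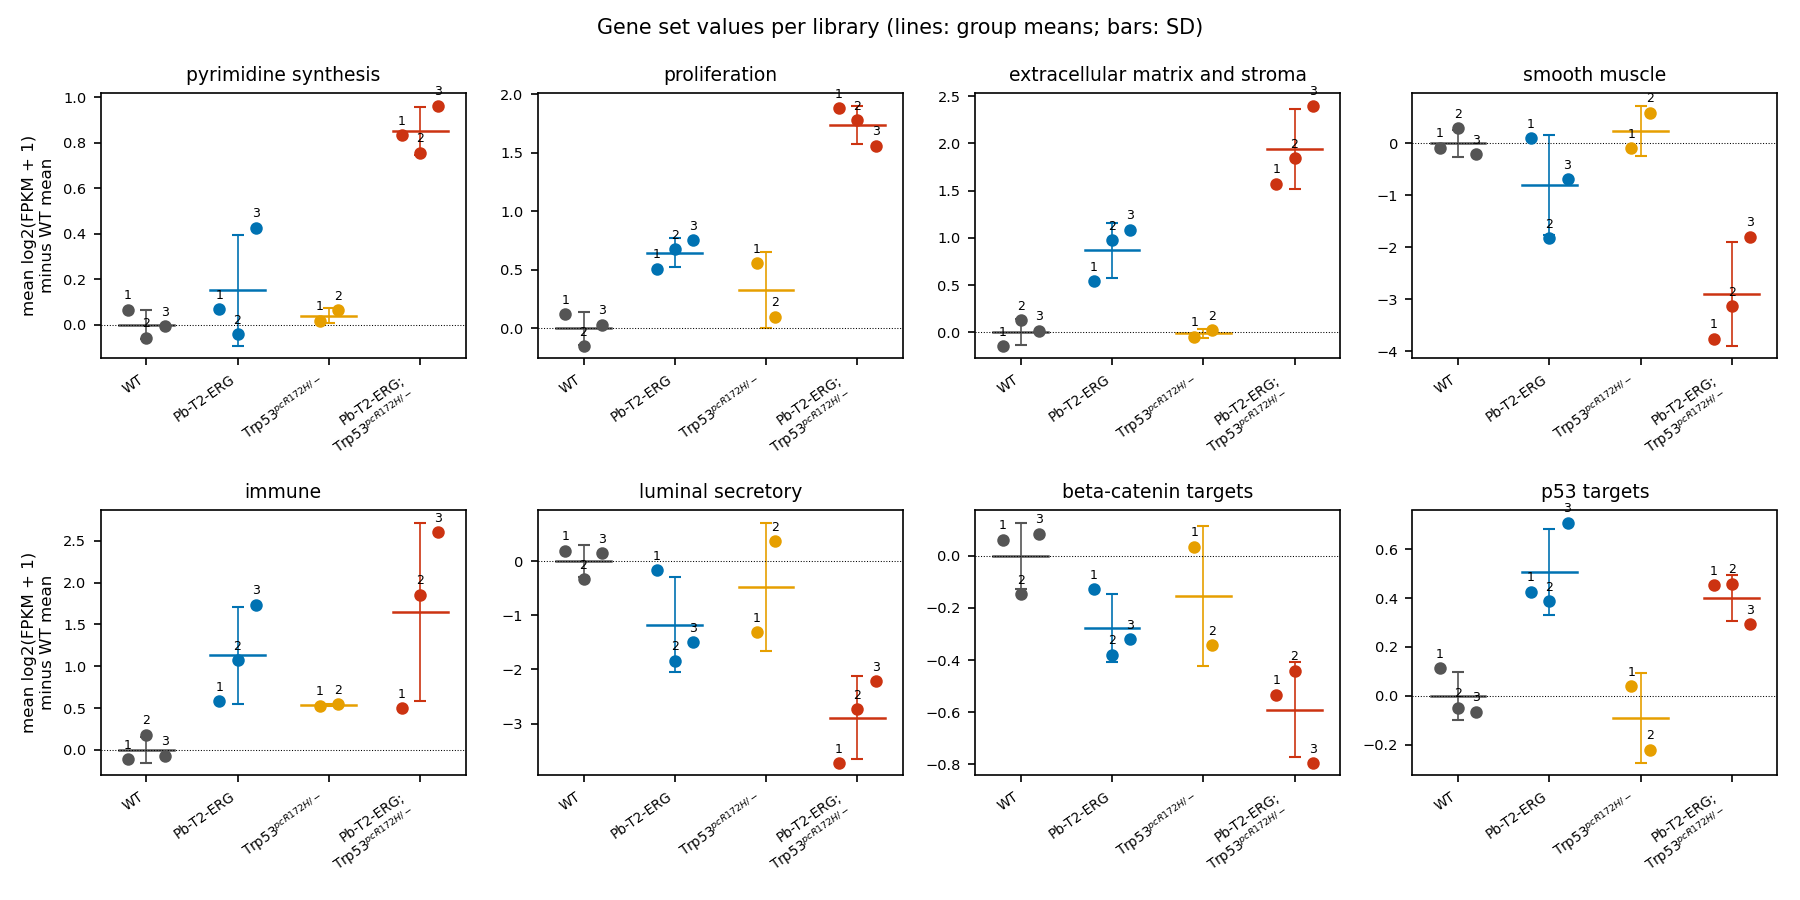
Each of 8 panels gives 1 gene set, each point is the mean log2(FPKM + 1) of its genes in 1 library minus the wild-type mean, and lines and bars are the group means and SD. The double-mutant points of the pyrimidine synthesis set lie between 0.757 and 0.964 and those of all other libraries between -0.058 and 0.427.

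The replicates within a group differed most in the seminal vesicle set, whose score was 3.997, -2.44 and -2.72 in Pb-T2-ERG and 0.71, -1.56 and 0.85 in wild type. The immune score was 0.50, 1.85 and 2.60 in the double-mutant libraries and 0.58, 1.07 and 1.73 in Pb-T2-ERG. The proliferation score was 1.88, 1.78 and 1.56 in the double-mutant libraries, 0.51, 0.68 and 0.75 in Pb-T2-ERG, 0.56 and 0.10 in Trp53pcR172H/-, and between -0.15 and 0.12 in wild type.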

Values the study reported

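The study reported 370 genes upregulated both in Pb-T2-ERG;Trp53pcR172H/- prostates and in Pb-T2-ERG mice with deletion of Trp53 in the prostate. It gave 901 and 304 as the numbers of genes upregulated in one of those genotypes and not in the other. The order in its text gives 901 to the genotype with deleted Trp53. A figure legend and the description of its gene list instead give 901 to Pb-T2-ERG;Trp53pcR172H/-. Its legends place the 531 genes described as ERG targets among those uniquely upregulated in Pb-T2-ERG;Trp53pcR172H/- tumours. The false discovery rate for the RNA sequencing was 0.001. By 15 months of age, approximately 90% of Pb-T2-ERG;Trp53pcR172H/- mice had high-grade intraepithelial neoplasia or adenocarcinoma, against approximately 50% of Pb-T2-ERG mice with deleted Trp53 that had high-grade neoplasia and focal adenocarcinoma. The study described Umps, Rrm1, Rrm2, Tyms and Ctnnb1 as upregulated in the genotype with both alterations.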

Additional observations from a re-analysis of the deposited data

Results flagged for a closer look

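The tests of scaling and of library class in this part were chosen only after the interactions had been seen, and the test of seminal vesicle tissue was chosen before its result was seen. Of the 12 gene sets, 7 had an interaction between the ERG transgene and the Trp53 genotype with an adjusted p under 0.05, which means that the step from Pb-T2-ERG to the double-mutant group differed from the step from wild type to Trp53pcR172H/-. The mean log2 interaction was 0.661 for pyrimidine synthesis (16 of 18 genes positive, adjusted p = 3.04e-05), 0.767 for proliferation (29 of 29 positive, adjusted p = 3.52e-11) and 1.081 for extracellular matrix and stroma (17 of 20 positive, adjusted p = 5.68e-09). It was -2.336 for smooth muscle (0 of 10 positive, adjusted p = 3.07e-09), -1.594 for basal epithelial genes (0 of 6 positive, adjusted p = 8.86e-05), -1.253 for luminal secretory genes (5 of 11 positive, adjusted p = 0.0451) and -4.142 for seminal vesicle genes (2 of 9 positive, adjusted p = 9.9e-08). The other 5 sets did not pass 0.05, with means of -0.016 for immune genes, -0.160 for beta-catenin targets, -0.015 for p53 targets, 0.363 for purine synthesis and -0.087 for luminal epithelial genes.

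Scaling was weighed first, since abundant secretory transcripts took a smaller share of some libraries than of others. With median-of-ratios size factors the interaction was 0.558 for pyrimidine synthesis, 0.654 for proliferation, 0.972 for extracellular matrix and stroma, -2.41 for smooth muscle, -1.633 for basal epithelial genes and -4.255 for seminal vesicle genes, with adjusted p-values from 1.36e-11 to 0.000923. These 6 sets kept their sign and their side of the threshold, so the choice of scaling does not account for them. The luminal secretory set had -1.365 and an adjusted p of 0.129 under that scaling, so its passing of 0.05 depended on the scaling.

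The class of the libraries by their share of small non-coding RNA was weighed next, because all 3 double-mutant libraries were in one class and all 3 Pb-T2-ERG libraries in the other. With the class as a covariate the interaction was 0.685 for pyrimidine synthesis, 1.038 for proliferation, 0.965 for extracellular matrix and stroma, -2.79 for smooth muscle, -1.127 for basal epithelial genes, -1.612 for luminal secretory genes and -2.324 for seminal vesicle genes. All 7 kept their sign with an adjusted p of at most 0.00393. This correction takes the effect of the class from the wild-type and Trp53pcR172H/- libraries and assumes that it is the same in the other genotypes, which these libraries cannot show.

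The set tests themselves limited these interactions more than either correction. With an inter-gene correlation estimated for each set, which changes no mean, the adjusted p was 0.311 for luminal secretory genes and 0.241 for the other 6 sets. With the rotation test fry it was 0.0247 for pyrimidine synthesis, 0.0313 for proliferation and 0.0204 for extracellular matrix and stroma, and it was 0.101 for basal epithelial, 0.0839 for smooth muscle, 0.0784 for seminal vesicle and 0.412 for luminal secretory genes. Over all alternatives, the adjusted p ranged from 1e-07 to 0.241 for pyrimidine synthesis, from 2.91e-17 to 0.241 for proliferation, from 5.05e-12 to 0.241 for extracellular matrix and stroma, from 1.97e-13 to 0.241 for smooth muscle, from 8.59e-06 to 0.241 for basal epithelial, from 0.00393 to 0.412 for luminal secretory and from 5.07e-11 to 0.241 for seminal vesicle genes. The genes of a set vary together between mice, so with 11 mice the 7 interactions are hypotheses.

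For the seminal vesicle set, tissue taken along at dissection is a candidate explanation. The 9 genes deviated from their group means together, with a mean pairwise r of 0.806 against a median of 0.105 in random lists matched on mean expression, which placed the set at percentile 100 of the lists. The set took 2.838% of the fragments in Pb-T2-ERG replicate 1 but 0.006% in replicates 2 and 3, and 1.274%, 0.032% and 1.569% in wild-type replicates 1 to 3. It took 0.825% and 0.275% in Trp53pcR172H/- and 0.023%, 0.054% and 0.008% in the double-mutant libraries. The genes did not follow the amount of one tissue alone, since Svs3a had an FPKM of 1.794 in wild-type replicate 3 and 96.69 in Trp53pcR172H/- replicate 2, where the set took less of the fragments. Without Pb-T2-ERG replicate 1 the interaction of this set was -1.951, so it kept its sign at a smaller size. The scores of the double-mutant libraries (-1.96, -1.21 and -2.33) then lay above those of the other 2 Pb-T2-ERG libraries (-2.44 and -2.72), so what was left came from the rise from wild type to Trp53pcR172H/- (2.691). A difference in seminal vesicle content could account for part of the interaction, and that fit does not show how large a part, since the other libraries also differed in this content. The luminal secretory set shares Pate4 and Svs3a with it. For the smooth muscle, basal, stromal, proliferation and pyrimidine sets, a different mixture of cells in the double-mutant tissue could give the same values as a change inside cells (smooth muscle -2.41 and stroma 0.972 under median-of-ratios scaling), and bulk RNA does not separate these.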

How the results depend on the processing

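The fits with the class covariate, with the fragments in genes as denominator and on the recovered fragments (limma-voom) were chosen after seeing the data, and so were the counts over other splits of the libraries. Of the planned fits, DESeq2 was not used because the values are FPKM, scaling by the total was already part of the FPKM, limma on log2(FPKM + 1) became the reported fit, and trimmed-mean scaling was applied without weights. Leaving out 1 of the 2 Trp53pcR172H/- libraries leaves 1 library, so no call against that group is given for those fits. In all, 87 results were recomputed under 25 settings, 11 of which each left out 1 library, which gave 1987 values. The cause of a change between settings was not tested unless a cause is named.

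For the double-mutant group against wild type, the 617 genes became 3945 at an adjusted p under 0.05, 223 with no filter on low values, 188 with only the 2 groups in the fit, 408 with limma-voom, 266 with limma-voom and median-of-ratios factors, and 58 with the class covariate. The 542 genes higher in that group alone became 2757 at 0.05, 206 with no filter, 305 with the replicate block, 358 and 166 with limma-voom without and with median-of-ratios factors, 356 with trimmed-mean scaling and 53 with the class covariate. Across fits that each left out 1 library, they ranged from 131 to 708 and from 120 to 569.

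For the double-mutant group against Pb-T2-ERG, the 74 genes became 1419 at 0.05, 8 with no filter, 0 with only the 2 groups in the fit (2918 at an unadjusted p under 0.05), 43 and 18 with limma-voom without and with median-of-ratios factors, 27 with the fragments in genes as denominator, 23 with log2(FPKM + 0.1), 31 with median-of-ratios factors, 29 with trimmed-mean scaling and 0 with the class covariate (1788 at an unadjusted p under 0.05). Leaving out 1 library gave from 7 to 75. Against Trp53pcR172H/-, the 155 higher and 17 lower genes became 2300 in all at 0.05, 4 with no filter, 0 with only the 2 groups in the fit (3707 at an unadjusted p under 0.05), 54 and 10 with limma-voom without and with median-of-ratios factors, 106 without the genes that took 1% or more of a library, and 3 with the class covariate. Leaving out 1 library gave from 59 to 250. The 4 genes were Gm26829, Ctla2b, Pnoc and Lcn11, and the 3 were Serpinb6b, Ctla2b and Lcn2, named after their values were seen.

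For Pb-T2-ERG against wild type, the count of 0 became 296 at 0.05, 1 with no filter (Ighj2, with at most 2 fragments per library), 1 with the fragments in genes as denominator (Agpat4), 2 with log2(FPKM + 0.1) (Serpinb11 and Otos) and 1 with the class covariate (Lcn2). Leaving out 1 library gave from 0 to 22. For Trp53pcR172H/-, the count of 0 became 1 at 0.05 (Sva), and leaving out 1 library gave from 0 to 3 (Sva, Svs3a and Svs3b). For the interaction, the count of 0 became 73 at 0.05 and 1 with no filter (Ighj2), and leaving out 1 library gave from 0 to 2 (Prl8a2 and Lypd2 in 1 fit, Sva in another). The genes in parentheses were named after their values were seen.

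With the replicate number as a block, the double-mutant group differed from wild type in 334 genes, 320 of them among the 617, from Pb-T2-ERG in 15 and from Trp53pcR172H/- in 19. Pb-T2-ERG differed from wild type in 0 genes (3080 at an unadjusted p under 0.05), and the interaction gave 0 (1534 at an unadjusted p under 0.05). Rrm1 had 1.668 with an adjusted p of 0.00161 under the block. The mice of a number are different animals, and same-numbered libraries deviated together with a mean r of 0.037 over 15 pairs, against -0.019 over 30 pairs of different number. It was -0.068 between wild type and the double-mutant group and -0.022 between wild type and Pb-T2-ERG. For these 2 comparisons with wild type, a call lost under the block is therefore not a weaker effect. The mean r was 0.235 between Pb-T2-ERG and the double-mutant group, 0.293 between wild type and Trp53pcR172H/- and -0.185 between Trp53pcR172H/- and the double-mutant group.

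Among the 5 genes of the study, all 5 kept their direction from wild type to the double-mutant group under every alternative. At 0.05, Umps (1.182) and Ctnnb1 (0.878) passed, Umps under every alternative. Ctnnb1 did not pass 0.05 with median-of-ratios factors, trimmed-mean scaling, the replicate block, limma-voom, no filter, only the 2 groups in the fit, the class covariate or without the genes at 1% or more, and its adjusted p ranged from 0.00879 to 0.171. Rrm1 (1.668), Rrm2 (2.894) and Tyms (1.483) did not pass 0.001 with no filter (adjusted p 0.00239, 0.00105 and 0.00144), with only the 2 groups in the fit (0.00363, 0.00185 and 0.00222), or with the class covariate, where they were 2.053, 3.065 and 1.561 (0.0011, 0.00188 and 0.00307). Rrm1 was 1.439 (0.00166) without the genes at 1% or more, and Rrm2 was 3.027 (0.00149) with limma-voom and median-of-ratios factors. Leaving out 1 library gave from 1.463 to 1.815 for Rrm1, from 2.603 to 3.272 for Rrm2 and from 1.4 to 1.579 for Tyms. The highest adjusted p in those fits was 0.00361 for Rrm1, 0.00132 for Rrm2 and 0.0021 for Tyms. Each gene missed 0.001 without wild-type replicate 2 or 3. Rrm1 and Tyms also did without wild-type replicate 1. Rrm1 also did without any single double-mutant library and without Pb-T2-ERG replicate 2 or 3. Over all alternatives the adjusted p ranged from 0.000648 to 0.00363 for Rrm1, from 6.44e-05 to 0.00188 for Rrm2 and from 0.000174 to 0.00307 for Tyms.

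Some small changes reversed. In Trp53pcR172H/- against wild type, leaving out 1 library gave from -0.242 to 0.284 for Rrm1, from -0.251 to 0.305 for Rrm2, from -0.048 to 0.224 for Umps and from -0.171 to 0.025 for Ctnnb1, and Rrm1 was 0 with trimmed-mean scaling and -0.005 without the genes at 1% or more. In the double-mutant group against wild type, Mdm2 was -0.207 with median-of-ratios factors, -0.239 with trimmed-mean scaling, -0.235 without the genes at 1% or more and -0.22 with limma-voom and median-of-ratios factors, and the luminal epithelial set was -0.217, -0.25, -0.243 and -0.215 in the same settings. Leaving out 1 library gave from -0.08 to 0.176 for Mdm2 and from -0.216 to 0.239 for that set. The purine synthesis set was -0.013 with trimmed-mean scaling and -0.009 without the genes at 1% or more.

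The gene sets past 0.05 kept their direction under every alternative. With an estimated inter-gene correlation, pyrimidine synthesis (0.852, adjusted p 0.371), proliferation (1.74, 0.241), extracellular matrix and stroma (1.939, 0.241), immune (1.652, 0.532), luminal secretory (-2.895, 0.241) and beta-catenin targets (-0.589, 0.261) did not pass. Beta-catenin targets also did not pass with fry (-0.589, 0.0784), nor did luminal secretory without the genes at 1% or more (-1.75, 0.0566). The adjusted p ranged from 0.000149 to 0.371 for pyrimidine synthesis, 2.07e-22 to 0.241 for proliferation, 1.57e-10 to 0.241 for extracellular matrix and stroma, 1.25e-06 to 0.532 for immune, 9.86e-06 to 0.241 for luminal secretory and 0.0011 to 0.261 for beta-catenin targets. Of the sets past 0.05 in the single genotypes, none passed with the estimated correlation. With fry, proliferation (0.0164), extracellular matrix and stroma (0.0164) and p53 targets (0.019) passed in Pb-T2-ERG, but not immune (0.103), smooth muscle (0.383) or luminal secretory (0.307), and in Trp53pcR172H/- proliferation (0.166), immune (0.586) and seminal vesicle (0.0706) did not. Over all alternatives the adjusted p ranged in Pb-T2-ERG from 7.48e-13 to 0.28 for proliferation, 8.68e-08 to 0.241 for extracellular matrix and stroma, 0.00048 to 0.294 for p53 targets, 5.28e-06 to 0.444 for immune, 5.32e-05 to 0.419 for smooth muscle and 0.000977 to 0.495 for luminal secretory, and in Trp53pcR172H/- from 3.35e-17 to 0.241 for proliferation, 2.19e-08 to 0.586 for immune and 9.27e-20 to 0.241 for seminal vesicle. Luminal secretory in Pb-T2-ERG also did not pass with median-of-ratios factors (-1.305, 0.094) or trimmed-mean scaling (-1.322, 0.109). Nor did it without the genes at 1% or more, where the mean was smaller (-0.649, 0.495). It also missed with limma-voom and median-of-ratios factors (-1.249, 0.155) and without Pb-T2-ERG replicate 3 (-1.005, 0.0732). Of 68 other results, 50 changed under at least 1 setting, with 131 values weaker, 19 stronger and 20 reversed. Another 2 values moved by more than the standard error of the reported fit. The depth of 14280978 to 51965100 fragments leaves genes near an FPKM of 1 with few fragments, as few as 58 for Umps in 1 library.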

Other observations

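The counts over splits of the libraries, the scaling test, the tests that divide the pyrimidine set by S phase and the test of a rise of beta-catenin targets were chosen only after the results had been seen. The 6 libraries of 2 groups of 3 can be split in 10 ways, of which 4, the real one included, part all 3 same-numbered pairs, and the other 6 splits part 1 pair and leave the others together. For the double-mutant group against wild type, 1 of the 4 splits gave as many genes as the real one, the real split itself, and the other 9 splits gave 0 genes at 0.001 and 0 at 0.05. For the double-mutant group against Pb-T2-ERG it was again 1 of the 4 splits, with 0 genes in the other splits at 0.001 and at most 37 at 0.05. No other split of the libraries in these 2 comparisons gave as many genes as the real one, although a share of 0.25 is the smallest that 4 splits can give. For Pb-T2-ERG against wild type the real split gave 0 genes, so 4 of 4 splits gave as many by necessity and the count at 0.001 tells nothing. At 0.05 the real split gave 296 genes and the other splits at most 12.

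The small non-coding RNA class was tested as an explanation for the changed genes. If it were the cause, the genes would differ in the same direction between the classes inside wild type and inside Trp53pcR172H/-. The 2 class differences of each gene were averaged, and 49.4% of the 617 genes had an average in the direction of their change (57.7% inside wild type alone and 41.3% inside Trp53pcR172H/- alone). Of the 74 genes between the double-mutant group and Pb-T2-ERG, 55.4% had an average in that direction (64.9% and 43.2% inside the 2 genotypes alone). Both shares are under the limit of 60% set for the test, so the test did not find the class behind these genes. It is a weak test, since each comparison rests on 1 library of the higher class and the shares inside wild type and inside Trp53pcR172H/- lie on opposite sides of 50%. The median class difference was also -0.111 in all tested genes against -0.025 in the higher genes of the 617. A part played by the class is therefore not excluded. The excess of higher over lower genes in the double-mutant group remained in part under median-of-ratios scaling, with 70.6% higher. Without the genes that took 1% or more of a library, 78.9% were higher. Both lie between the limits of 60% and 80% set for the test. Median-of-ratios scaling moved the median log2 fold change from 0.245 to 0.04, which it would do whatever the cause. Its share therefore cannot test the loss of a few abundant transcripts from the total. Without the genes at 1% or more the share was 78.9% against 87.8%. An effect of losing abundant transcripts on part of the excess is therefore not excluded. One such transcript, 9530053A07Rik, took 11.9%, 9.77% and 14.4% of the fragments in wild type and 0.015%, 1.78% and 0.157% in the double-mutant libraries.

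The rise of the pyrimidine synthesis set was tested against composition and against cell division. Its mean log2 fold change of 0.852 lay at percentile 99.65 of 10000 random lists matched on GC content, length and mean expression. The central 95% of the lists ended at 0.637, so these properties do not account for the rise. The set holds Umps, Rrm1, Rrm2 and Tyms, which the study singled out from sequencing that included these libraries. The percentile is therefore not independent of that choice. The 7 genes of the set used mainly in S phase had a mean of 1.386 and the other 11 a mean of 0.512 (exact permutation over 31824 divisions, two-sided p = 0.0296). Rrm1, Rrm2 and Tyms are among the 7, so this test is not independent of the choice either. The 11 others lay at percentile 88.98 of matched lists, inside the central 95%. A candidate explanation is that much of the rise of the set follows the share of dividing cells, as the proliferation set rose by 1.74. The genes are not independent, and the test does not separate more dividing cells from more transcripts per dividing cell.

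Ctnnb1 had a log2 fold change of 0.88 from wild type to the double-mutant group, while the set of beta-catenin targets had a mean of -0.589, so a rise of these targets was not seen. In that set Nkd1 changed by -3.20, Sp5 by -1.99 and Apcdd1 by -1.38, while Lef1, Myc and Ccnd1 were higher. Smooth muscle loss was tested as an explanation for the lower targets. Inside the groups the targets had a mean r of -0.236 with the smooth muscle score, at percentile 15.96 of matched random lists. The targets therefore did not follow smooth muscle content inside the groups. The test does not reach the fall from wild type to the double-mutant group, where both sets were lower (-0.589 and -2.895). A part played by smooth muscle loss in the lower targets is not excluded. Bulk RNA does not show in which cells Ctnnb1 or its targets changed, and no other explanation was tested.

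In Pb-T2-ERG replicate 2 and double-mutant replicate 2, 60.3% and 74.8% of the fragments lay in listed genes, against 86.4% to 95.5% in the other 9 libraries. Genomic DNA in the library was tested through 284 olfactory and vomeronasal receptor genes. They had 10.89 and 12.52 CPM (fragments scaled to a common library total) in these libraries and from 3.26 to 9.41 in the other 9, ratios of 1.52 and 1.75 to the median of the others. Both lie above the other 9 libraries but under the 3-fold excess set for the test, so DNA can be neither named nor excluded as the source.

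Sbp, a secretory gene, took 1.16%, 4.20% and 2.84% of the fragments in wild type, 0.012%, 0.176% and 0.014% in Pb-T2-ERG, 0.002% and 4.78% in Trp53pcR172H/-, and at most 0.017% in the double-mutant libraries. The Y-linked genes Ddx3y, Kdm5d and Eif2s3y had fragments in all 11 libraries. The first 3 principal components held 46.1%, 15.7% and 11.5% of the variance.

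The number of genes higher in the double-mutant group and in neither single genotype was 542. It was counted from tests against wild type, leaving out genes that also passed in a single genotype. That is not the same measure as the counts quoted from the study above.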
